A study of Mus musculus with 8 samples.

How the data were processed

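The series holds RNA sequencing of total RNA from primary mouse embryonic fibroblasts, the fibroblast cultures grown from dissociated embryos. Cells came from embryos at embryonic day 14 and were passaged before RNA was taken, per the labels and the series' design text. There were 8 libraries of 4 genotypes, with 2 libraries per genotype: wild type (WT), heterozygous for Tfam (Tfam+/-), lacking Zbp1 (Zbp1-/-), and both (Tfam+/-Zbp1-/-). Each library was placed in its genotype by its label. Whether the 2 libraries of a genotype came from separate embryos is not given in the sources used here.

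The authors aligned reads with STAR in the RNAseq Alignment software of BaseSpace to the mm10 assembly with RefSeq genes, and used the RNA-seq Differential Expression software of that platform, per the series' design text. The deposited values are the authors' normalized counts, a signal per gene that is never negative and not whole. The counting method, the use of strand and the kind of scaling are not given in the sources used here. Genes that overlap on the genome or have near-identical copies are therefore uncertain.

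The table held 24972 genes, of which 6652 were at 0 in all 8 libraries. A total of 24407 names (97.7%) matched a RefSeq symbol of GRCm38.p6, the assembly also called mm10, and coordinates are from that annotation, 1-based. Names that a spreadsheet had turned into dates (26, of which 20 were tested) were kept in the tests and are not named. Another 2 names occurred again on a further line and were kept as separate entries. Library totals were 16752835 to 18303036 normalized counts.

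In each library 1 value repeated in 330 to 406 genes, and its multiples recurred. Taken as the worth of 1 read, it gave an estimated 15225437 to 19109736 reads per library. Among values of up to 20 such reads, only 22.2% to 35.0% lay within 0.01 of a whole number of reads. Whole reads were therefore not recovered and count models were not run; a count test had been listed among the alternatives for that case. The spread of values lying between 0.75 and 1.3 reads was taken as the spread of the authors' divisor between genes. This reading was not checked, since the counting method and the scaling are not given.

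Tests used log2(normalized count + 1), so fold changes are on that scale and understate the change of low genes. Genes with a mean of at least 10 over the 8 libraries were tested, 13267 in all. limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) fitted the 4 genotypes together, with no covariate, 4 residual and 2.77 prior degrees of freedom. All tests were two-sided. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The 6 comparisons were Tfam+/- against WT, Zbp1-/- against WT, Tfam+/-Zbp1-/- against WT, against Tfam+/- and against Zbp1-/-, and the interaction. The interaction is the change from Zbp1-/- to Tfam+/-Zbp1-/- minus the change from WT to Tfam+/-. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333, so single genes rest on limma's pooled spread.

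The gene lists were 64 interferon-stimulated genes (63 tested), 75 nuclear genes of oxidative phosphorylation (75 tested), 30 genes of the integrated stress response (29 tested) and 35 cell cycle genes (35 tested). A list of 13 genes encoded by mitochondrial DNA matched 0 names and is not analysed here. Lists were tested with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 24 tests of list and comparison. The rotation test fry and camera with an estimated correlation were run beside it. Genes of a list are not replicates.

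Named genes followed a rule. It took Tfam and Zbp1, 8 interferon-stimulated genes, 5 sex-linked genes, and for each comparison the 3 called genes with the largest rise and the 3 with the largest fall whose libraries did not overlap between the genotypes. For the interaction the overlap condition was left out. Of the 8 interferon-stimulated genes, 1 is not reported here. The design, lists, rule and most alternatives were fixed before the data were examined. Genes named outside the rule are marked as chosen after their values were seen.

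Alternatives were pseudocounts of 5 and 0.1, no filter, a mean of at least 50, rescaling by the trimmed mean of M-values (trimming 30% of ratios and 5% of means at each end), a prior without trend, fits of only the genotypes compared, the replicate number as a block, and leaving out each library. A covariate for Y-linked expression was left out, since these genes were at or near 0 in every library. A term shared by 2 libraries found to be shifted together, and a fit of the other 6 libraries, were chosen after seeing the data. These fits had 3 and 2 residual degrees of freedom and 15.1 and 14.6 prior ones.

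Correlations between comparisons are across genes, which are not independent replicates. Each stands beside the mean of 100 simulations in which no genotype differed. These gave all libraries the same spread in a gene and left out the shift of the 2 libraries. GC content and length were those of each gene's longest GENCODE transcript, with smooth trends of 5 degrees of freedom. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

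The test was checked on simulated data for the 13267 genes, with the shared shift of the 2 libraries present and 200 genes changed by 1.5 on the log2 scale. Without a term for the shift, the fit recovered 76% of changed genes for Tfam+/- against WT, 72% for Zbp1-/- against WT and 67% for Tfam+/-Zbp1-/- against WT. It recovered 70.5% against Tfam+/-, 74% against Zbp1-/- and 43.5% for the interaction, with 0 false calls in each of the 6. With the term, in the same order, it recovered 95.5%, 90%, 96.5%, 93.5%, 93.5% and 84%. False calls then made up 7.73%, 6.74%, 4.93%, 8.78%, 5.08% and 9.19% of calls. Each share comes from a single draw, with an identical shift in both libraries and the same noise for all libraries of a gene. In the data the shifts correlated at 0.70 across genes, so these shares can understate false calls there.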

Results

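RNA sequencing measured transcript levels in untreated mouse embryonic fibroblasts of 4 genotypes, with 2 libraries each. Tfam encodes a protein that packages and transcribes mitochondrial DNA, and Zbp1 encodes a sensor of nucleic acids. The genotypes allow the effect of losing 1 Tfam allele to be measured with and without Zbp1. Library totals were 16752835 to 18303036 normalized counts, and 16051 to 16261 genes per library were above 0.

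Levels of the targeted genes were examined first. Tfam (chromosome 10, 71225468 to 71238328, mm10) had normalized counts of 629 and 610 in WT, 278 and 365 in Tfam+/-, 675 and 471 in Zbp1-/-, and 424 and 375 in Tfam+/-Zbp1-/-. All 4 libraries with the Tfam+/- genotype were below the other 4. The log2 change in Tfam+/- against WT was -0.96 ± 0.21 (SE) and did not pass the threshold (limma, adjusted p 0.16). In Tfam+/-Zbp1-/- against Zbp1-/- it was -0.50 ± 0.21 (adjusted p 0.40), and single libraries moved this value, to -0.24 without Zbp1-/- replicate 1 and -0.76 without Zbp1-/- replicate 2.

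Zbp1 (chromosome 2, 173206612 to 173218959) had normalized counts of 7.34 and 3.19 in WT, 3.79 and 1.03 in Zbp1-/-, 64.6 and 69.8 in Tfam+/-, and 0.86 and 2.69 in Tfam+/-Zbp1-/-. The level in WT was too low to check the Zbp1-/- label (log2 change -0.92 ± 0.60, adjusted p 0.40). Tfam+/-Zbp1-/- was lower than Tfam+/- by a log2 change of -4.70 ± 0.60 (adjusted p 0.0079), a call lost without Tfam+/-Zbp1-/- replicate 1 (-4.21) or replicate 2 (-5.19). The rise in Tfam+/- against WT, 3.53 ± 0.60, did not pass the threshold (adjusted p 0.076), nor did the interaction, -3.78 ± 0.85 (adjusted p 0.13).

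Xist, on the X chromosome, was at 7044 to 19076 normalized counts in all 8 libraries. Of the Y-linked genes, Ddx3y was at 0.93 in WT replicate 2 and 1.06 in Zbp1-/- replicate 2 and at 0 elsewhere, and Eif2s3y, Kdm5d and Uty were listed at 0 in all 8.

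Libraries did not vary evenly about their genotypes. The correlation of log2 values between replicates was 0.992 in WT and in Tfam+/-Zbp1-/-, but 0.973 in Tfam+/- and 0.975 in Zbp1-/-. Across genes, the deviations of Tfam+/- replicate 1 and Zbp1-/- replicate 2 from the other replicate of their genotype correlated at r = 0.70. The first principal component held 40.2% of the variance. The labels give no batch. A term shared by these 2 libraries was past the threshold in 8669 of 13267 genes. Counts of calls and medians of gene lists with this term, and from the other 6 libraries, are given beside those from all 8 libraries. For the interaction, the term leaves the estimate resting on the other 6 libraries. Its size is then the same in both fits by construction, so they are not separate support there. Both fits were chosen after seeing the data. In the 6 libraries, Tfam+/- and Zbp1-/- have 1 library each. These were assumed to vary like the WT and Tfam+/-Zbp1-/- pairs, which alone give the spread, so each p-value from that fit rests on this assumption.

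**Figure D1:**
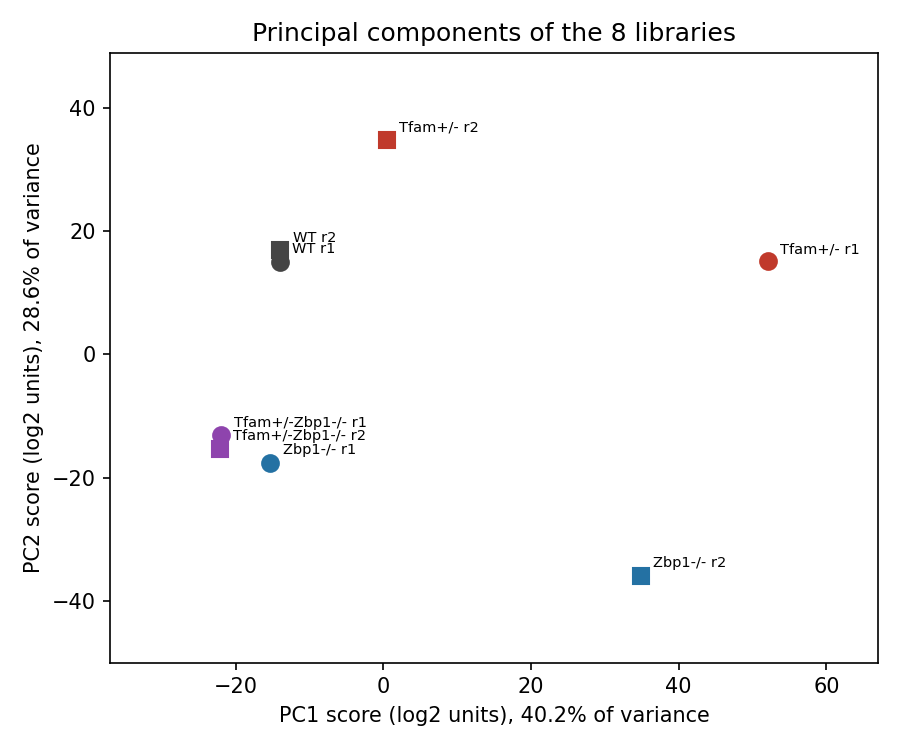
Principal components of log2 values of 13267 genes in the 8 libraries; the x axis is the first component (40.2% of variance), the y axis the second (28.6%), color marks genotype, circles replicate 1 and squares replicate 2. The WT pair and the Tfam+/-Zbp1-/- pair lie close together, while Tfam+/- replicate 1 and Zbp1-/- replicate 2 lie apart from the other library of their genotype.

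Once the shared term was fitted, the fall of Tfam was -0.73 ± 0.08 in Tfam+/- against WT (limma, adjusted p 3.3e-06) and -0.73 ± 0.08 in Tfam+/-Zbp1-/- against Zbp1-/- (adjusted p 2.3e-06). The difference between these falls was 0.46 ± 0.29 (adjusted p 0.37) without the term and 0.00 ± 0.13 (adjusted p 0.99) with it. With the term the difference rests on the unshifted library alone for Tfam+/- and for Zbp1-/-. Without the term the difference ranged from 0.20 without Zbp1-/- replicate 2 to 0.72 without Zbp1-/- replicate 1, and was 0.26 without Tfam+/- replicate 1 and 0.65 without Tfam+/- replicate 2. The rise of Zbp1 in Tfam+/- against WT was called with the term, at 3.87 ± 0.65 (adjusted p 3.2e-04), and so was its interaction, at -4.45 ± 1.00 (adjusted p 0.0041). In the 6 libraries, with 1 Tfam+/- library, the values were 3.58 and -4.45, the latter being the same estimate as with the term.

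The comparison of Tfam+/- with WT addressed the effect of losing 1 Tfam allele. It called 97 genes, 75 higher and 22 lower, with 1159 at an unadjusted p under 0.05. The shared term moved this count most, to 2069 (981 higher, 1088 lower), and the other 6 libraries gave 2049 (926 higher, 1123 lower). All 97 genes were also called in both of these fits, with the same sign. These fits reuse the same libraries and call far more genes, so such overlaps, here and in the comparisons below, decide nothing. Without WT replicate 1 or WT replicate 2 the count was 12. It was 53 without Tfam+/- replicate 1, and 34 and 31 without Tfam+/-Zbp1-/- replicate 1 and replicate 2.

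Of the 63 interferon-stimulated genes tested, 63 were higher in Tfam+/- than in WT, with a median log2 change of 2.14 (camera, adjusted p 2.8e-79). Of these, 46 were called over all genes and 59 when adjusted over the list alone. Most of the 46 calls were lost without WT replicate 1 or without WT replicate 2, with list medians of 1.94 and 2.03. The median was 2.06 with the shared term and 2.02 in the 6 libraries. The mean log2 value of the list was 6.30 and 6.28 in WT, 8.35 and 8.49 in Tfam+/-, 6.65 and 6.64 in Zbp1-/-, and 6.83 and 6.93 in Tfam+/-Zbp1-/-.

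The largest rises were in Usp18, Isg15 and Oasl2. Usp18 (chromosome 6, 121245906 to 121270917) went from 23.8 ± 3.58 normalized counts (SD, n = 2) in WT to 693 ± 95.7 in Tfam+/-, a log2 change of 4.81 ± 0.21 (SE). Its adjusted p in limma was 8.0e-04. Isg15 (chromosome 4, 156199424 to 156200818) went from 60.4 ± 16.1 to 1224 ± 263, a log2 change of 4.33 ± 0.25 (adjusted p 0.0016). Oasl2 changed by 4.10 ± 0.25 (adjusted p 0.0017). Ifit1, Ifit3, Rsad2, Irf7 and Cxcl10 rose by log2 changes of 3.21, 2.71, 2.27, 3.46 and 2.50, and each was called. Without WT replicate 1, Ifit1 (3.23, adjusted p 0.0602), Rsad2 (2.36, adjusted p 0.116), Irf7 (3.15, adjusted p 0.0602) and Cxcl10 (2.58, adjusted p 0.0751) were no longer called. Without WT replicate 2, this held for Ifit1 (3.18, adjusted p 0.0576), Rsad2 (2.18, adjusted p 0.144) and Cxcl10 (2.43, adjusted p 0.0843). Rsad2, at 2.27, was also lost without Tfam+/-Zbp1-/- replicate 1 (adjusted p 0.0516) or replicate 2 (adjusted p 0.0521). The largest falls were in Cxcl15 (-2.42 ± 0.28, adjusted p 0.019), Scn3a (-2.06 ± 0.31, adjusted p 0.046) and Enpep (-2.04 ± 0.15, adjusted p 0.0032). All 3 lost their calls without either WT library, and Cxcl15 and Scn3a also without either Tfam+/-Zbp1-/- library. Scn3a lost its call without either Tfam+/- library too. The values without these libraries were -2.45 to -2.39 for Cxcl15, -2.26 to -1.86 for Scn3a and -2.07 to -2.01 for Enpep.

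**Figure D2:**
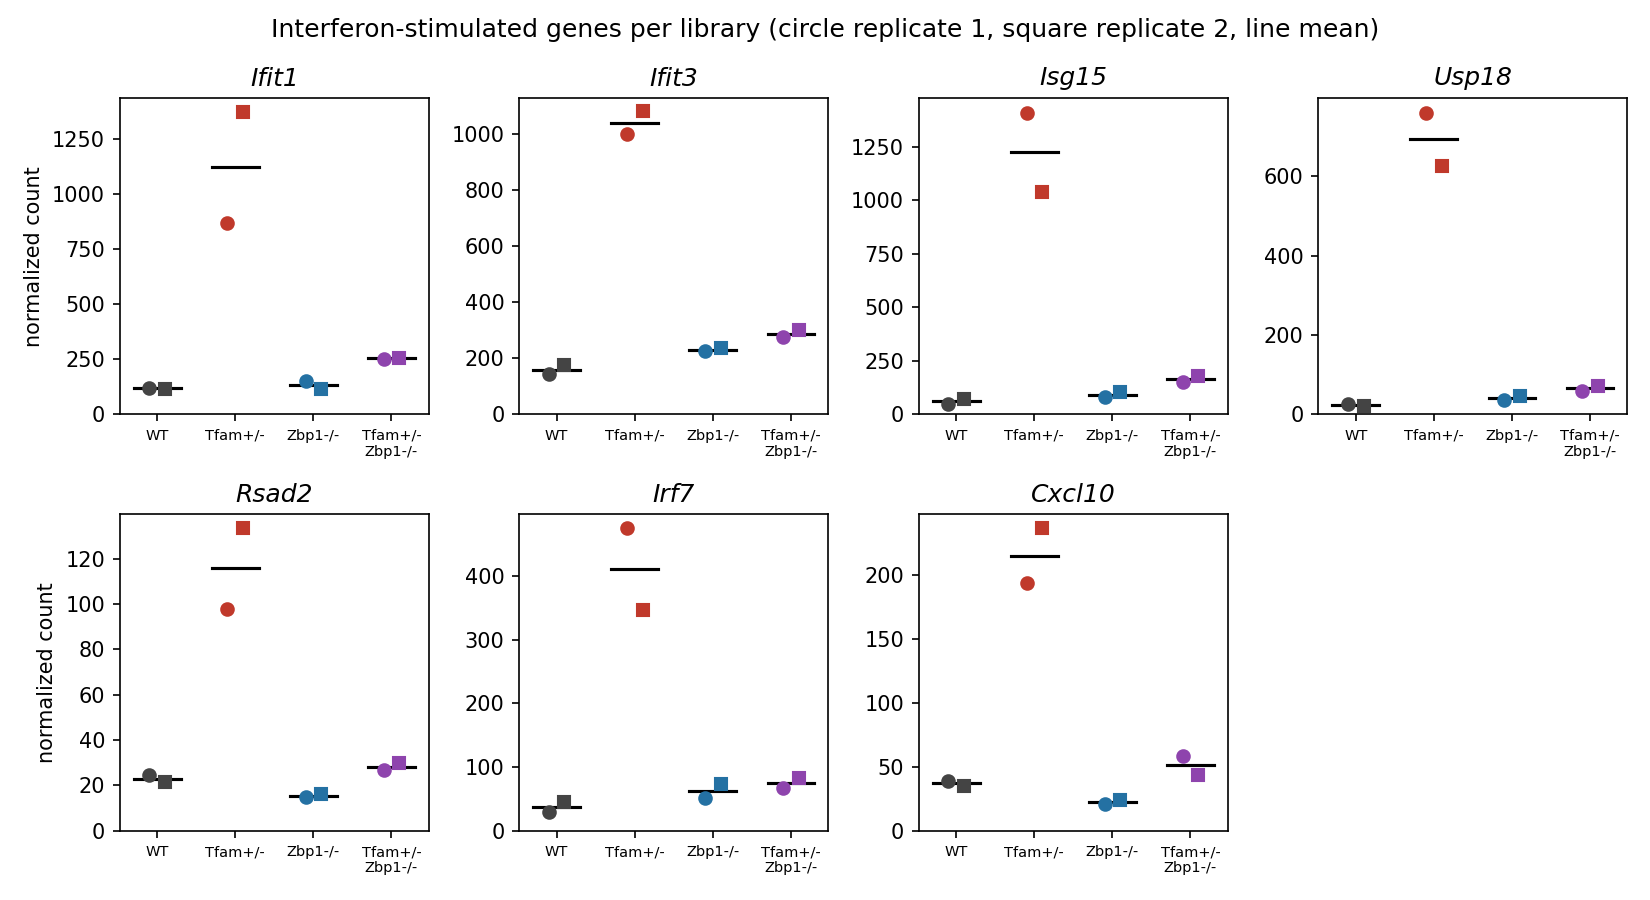
Normalized counts of 7 interferon-stimulated genes in each library; panels are genes, the x axis is genotype, the y axis starts at 0, circles are replicate 1, squares replicate 2 and lines the means. In every panel both Tfam+/- libraries are above the other 6.

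The comparison of Tfam+/-Zbp1-/- with Tfam+/- addressed the effect of losing Zbp1 where 1 Tfam allele was lost. It called 748 genes, 440 higher and 308 lower. The shared term gave 6049 (77.7% higher) and the 6 libraries 5779 (77.3% higher), with all 748 shared with each. The median log2 change of all genes was 0.14 with the authors' scaling and 0.02 after rescaling by the trimmed mean of M-values. After that rescaling 43.0% of 752 calls were higher, against 58.8% with the authors' scaling. Without WT replicate 1 and replicate 2 the counts were 359 and 360. They were 467 without Tfam+/- replicate 1, and 13 and 12 without Tfam+/-Zbp1-/- replicate 1 and replicate 2.

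The interferon-stimulated genes had a median log2 change of -1.59 in this comparison (camera, adjusted p 2.1e-59), and 2 of 63 were higher. A total of 45 were called, and 53 when adjusted over the list alone. Most of the 45 calls were lost without Tfam+/-Zbp1-/- replicate 1 or without replicate 2, with list medians of -1.55 and -1.63. The median was -1.73 with the shared term and -1.71 in the 6 libraries. Transcripts of 8 leukocyte genes, chosen after the data were examined, also fell in this comparison, with a median of -1.19. Apart from Zbp1, the largest falls were in Usp18 (-3.38 ± 0.21, adjusted p 0.0016) and Isg15 (-2.87 ± 0.25, adjusted p 0.0033). Isg15 was no longer called without Tfam+/-Zbp1-/- replicate 1 (adjusted p 0.0554) or replicate 2 (adjusted p 0.0530). The largest rises were in C2cd4a (4.38 ± 0.62, adjusted p 0.011), Slc14a2 (4.06 ± 0.36, adjusted p 0.0033) and Cxcl15 (4.02 ± 0.28, adjusted p 0.0024). These 3 calls were also lost without either Tfam+/-Zbp1-/- library, with values of 4.31 to 4.44, 3.95 to 4.16 and 3.96 to 4.08.

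The comparison of Zbp1-/- with WT called 141 genes, 119 higher and 22 lower. The counts were 4717 with the shared term (80.3% higher) and 4548 in the 6 libraries (79.3% higher), and all 141 were shared with each. The median of all genes was 0.11 with the authors' scaling and -0.00 after rescaling, which gave 86 calls, 73.3% higher against 84.4%. Without WT replicate 1 or WT replicate 2 limma called 0 genes, with 1103 and 1051 at an unadjusted p under 0.05. The count was 223 and 220 without Tfam+/- replicate 1 and replicate 2. It was 28 and 9 without Zbp1-/- replicate 1 and replicate 2, and 1 without either Tfam+/-Zbp1-/- library. The interferon-stimulated genes had a median of 0.39 (adjusted p 9.6e-04), 52 of 63 were higher, and 1 was called, or 9 when adjusted over the list alone. The median was 0.36 with the shared term and 0.36 in the 6 libraries.

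Ifi202b (chromosome 1, 173962569 to 173982844) was at 380 and 238 in Zbp1-/- and listed at 0 in the other 6 libraries. Evi2b (chromosome 11, 79513385 to 79523762) was listed at 0 in both Zbp1-/- libraries and at 27.1 to 62.3 in the others. The gene Evi2, which contains it on the genome, was at 37.7 and 29.2 in Zbp1-/- and at 0 in the others. The other largest changes were in Phyhip (4.41 ± 0.50, adjusted p 0.019), B3gat1 (3.99 ± 0.63, adjusted p 0.046), Arhgap22 (-2.27 ± 0.16, adjusted p 0.0076) and Tmem267 (-2.13 ± 0.27, adjusted p 0.025). No call of these 6 genes (Ifi202b, Evi2b, Phyhip, B3gat1, Arhgap22 and Tmem267) held without either WT library. All but Ifi202b were also lost without either Tfam+/-Zbp1-/- library, and Phyhip and B3gat1 without either Zbp1-/- library. The values without these libraries were 3.79 to 5.03 for Phyhip, 3.01 to 4.97 for B3gat1, -2.30 to -2.24 for Arhgap22 and -2.15 to -2.12 for Tmem267.

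The comparison of Tfam+/-Zbp1-/- with WT called 183 genes, 119 higher and 64 lower. The counts were 5634 with the shared term (83.1% higher) and 5946 in the 6 libraries (82.8% higher), with all 183 shared. The median of all genes was 0.12, and 0.01 after rescaling, which gave 49.5% of 184 calls higher against 65.0%. Without any 1 of the 4 libraries compared limma called 0 genes, with 855, 872, 874 and 868 at an unadjusted p under 0.05. The interferon-stimulated genes had a median of 0.47 (adjusted p 1.6e-11), and 59 of 63 were higher. Of these, 3 were called, or 28 when adjusted over the list alone. The median was 0.47 with the shared term and in the 6 libraries. The largest changes were in Phyhip (4.12 ± 0.50), Xlr3b (3.12 ± 0.28), Sostdc1 (2.81 ± 0.21), Mpzl2 (-2.96 ± 0.29), Arhgap22 (-2.64 ± 0.16) and Abca6 (-2.13 ± 0.25). Without 1 of the 4 libraries compared they ranged over 3.50 to 4.74, 2.95 to 3.30, 2.78 to 2.85, -3.13 to -2.80, -2.73 to -2.55 and -2.35 to -1.92.

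The comparison of Tfam+/-Zbp1-/- with Zbp1-/- addressed the effect of losing 1 Tfam allele without Zbp1. It called 55 genes, 14 higher and 41 lower. The counts were 3155 with the shared term and 3102 in the 6 libraries, with all 55 shared. The direction of most calls differed between these fits. Higher were 25.5% of calls from all 8 libraries, 53.8% with the shared term (1696 higher, 1459 lower) and 53.9% in the 6 libraries (1671 higher, 1431 lower). Without Zbp1-/- replicate 2 or Tfam+/-Zbp1-/- replicate 1 limma called 0 genes, with 998 and 781 at an unadjusted p under 0.05. The count was 1 without either WT library or Tfam+/-Zbp1-/- replicate 2, and 2 without Zbp1-/- replicate 1. The interferon-stimulated genes had a median of 0.21 (adjusted p 0.0046), and 39 of 63 were higher. Of these, 0 were called by limma over all genes, 4 when adjusted over the list alone, and 21 were at an unadjusted p under 0.05. The median was 0.13 with the shared term and 0.15 in the 6 libraries. Without Zbp1-/- replicate 1 it was 0.25 and no longer passed the threshold (adjusted p 0.0542). Besides Evi2b and Ifi202b, the largest changes were in Prg4 (1.90 ± 0.17), Efcab2 (1.77 ± 0.23), Ngfr (-2.23 ± 0.18) and Elobl (-1.94 ± 0.26). No call of these 4 held without 1 of the WT or Tfam+/-Zbp1-/- libraries or Zbp1-/- replicate 2. Without Zbp1-/- replicate 1 all but Ngfr were lost, and Elobl also without either Tfam+/- library. The values without these libraries were 1.70 to 2.09, 1.61 to 1.93, -2.26 to -1.98 and -2.27 to -1.61.

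The interaction tested whether the effect of losing 1 Tfam allele differed with Zbp1 genotype. It called 88 genes, 29 higher and 59 lower. The counts were 2240 with the shared term and 2534 in the 6 libraries, with all 88 shared. Above 0 were 33.0% of calls from all 8 libraries, 50.1% with the shared term (1122 above, 1118 below) and 52.1% in the 6 libraries (1321 above, 1213 below). Without any 1 of the WT or Tfam+/-Zbp1-/- libraries, or without Zbp1-/- replicate 2, limma called 0 genes. At an unadjusted p under 0.05 there were 1052, 1034, 1005, 1030 and 1210. The count was 33 without Tfam+/- replicate 1 and 56 without Zbp1-/- replicate 1. The interferon-stimulated genes had a median of -1.90 (adjusted p 4.8e-40), and 2 of 63 were above 0. A total of 26 were called, and 54 when adjusted over the list alone. The median was -1.98 with the shared term and in the 6 libraries, which give the same estimate of the interaction by construction.

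For Usp18 the interaction was -4.11 ± 0.30 (limma, adjusted p 0.015), and it was called for Isg15, Ifit1, Ifit3 and Irf7 too. Leaving out any 1 of the WT or Tfam+/-Zbp1-/- libraries, or Zbp1-/- replicate 2, left Usp18 at -4.25 to -3.94 but no longer called. Isg15 (-3.76 to -3.22), Ifit3 (-2.53 to -2.25), Ifit1 (-2.47 to -2.25) and Irf7 (-3.49 to -2.88) lost their calls without the same libraries. Ifit1 was also lost without Zbp1-/- replicate 1 (-2.08) and Irf7 without Tfam+/- replicate 1 (-2.96). It did not pass the threshold for Rsad2 (-1.45, adjusted p 0.13) or Cxcl10 (-1.37, adjusted p 0.12). These were, once the shared term was fitted, -1.60 (adjusted p 0.017) and -1.42 (adjusted p 0.010). Among the largest interactions were also Cxcl15 (3.89 ± 0.40), Adcyap1 (2.96 ± 0.32) and Oas1a (-3.99 ± 0.27), which lost their calls without the same 5 libraries, at 3.83 to 3.95, 2.82 to 3.10 and -4.12 to -3.87.

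Under fry, all 6 interferon results stayed past the threshold. Under camera with an estimated correlation, Zbp1-/- against WT (adjusted p 0.114) and Tfam+/-Zbp1-/- against Zbp1-/- (adjusted p 0.160) did not.

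The cell cycle genes were lower in Zbp1-/- than in WT, with a median of -0.24 (camera, adjusted p 2.3e-07), and 7 of 35 were higher. In Tfam+/-Zbp1-/- the median was 0.22 against WT (adjusted p 0.0046), 0.43 against Zbp1-/- (adjusted p 3.4e-14) and 0.19 against Tfam+/- (adjusted p 0.171). It was 0.01 in Tfam+/- against WT (adjusted p 0.238) and 0.39 for the interaction (adjusted p 1.7e-05). Of the calls, only that of Tfam+/-Zbp1-/- against WT was lost under the estimated correlation (adjusted p 0.071), and fry kept all 4. Under fry the list was also called in Tfam+/-Zbp1-/- against Tfam+/- (adjusted p 3.7e-04). Over all genes limma called 0 single genes of this list in each of these 6 comparisons. Adjusted over the list alone, 24 of 35 were called in Tfam+/-Zbp1-/- against Zbp1-/- and 0 in the other 5. At an unadjusted p under 0.05 there were 25 in that comparison, 0 in Tfam+/- against WT, 7 in Zbp1-/- against WT, 6 and 7 in Tfam+/-Zbp1-/- against WT and against Tfam+/-, and 15 for the interaction. The 4 medians were, once the shared term was fitted, -0.17, 0.22, 0.42 and 0.37, and in the 6 libraries -0.19, 0.22, 0.44 and 0.37, each called. Without any 1 library these 4 calls held, while without Tfam+/- replicate 1 the list was also called in Tfam+/- against WT (0.092, adjusted p 0.0482). The term also brought the median of 0.19 against Tfam+/- past the threshold (adjusted p 0.0277), which the 6 libraries did not (0.16, adjusted p 0.0535). Tfam+/- against WT was called in both, at 0.067 (adjusted p 0.0033) and 0.092 (adjusted p 0.0018). Rescaling by the trimmed mean of M-values removed the shift of all genes, 0.12 against WT and 0.14 against Tfam+/-, and gave lower medians for Tfam+/-Zbp1-/-. They were 0.11 against WT (adjusted p 0.012), still called, and 0.073 against Tfam+/- (adjusted p 0.338). In Zbp1-/- against WT the shift was 0.11 and the rescaled median -0.35 (adjusted p 8.2e-08).

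The nuclear genes of oxidative phosphorylation had a median of 0.19 in Tfam+/- against WT (camera, adjusted p 1.1e-04), which did not pass under fry (0.339) or an estimated correlation (0.550). It was 0.035 with the shared term (adjusted p 0.0277) and 0.047 in the 6 libraries (adjusted p 0.0410). Without Tfam+/- replicate 1 it was 0.047 and no longer called (adjusted p 0.208), and without Tfam+/- replicate 2 it was 0.36 (adjusted p 4.6e-06). The medians were 0.23 in Zbp1-/- against WT (adjusted p 0.120) and 0.16 in Tfam+/-Zbp1-/- against WT (adjusted p 0.0912). They were 0.01 against Tfam+/- (adjusted p 0.0862) and -0.05 against Zbp1-/- (adjusted p 0.820). The interaction was -0.21 (adjusted p 0.0194), was not called under fry (0.519) or the estimated correlation (0.724), and had the opposite sign, 0.075, with the shared term (adjusted p 0.0508) and in the 6 libraries (adjusted p 0.0689). Its call was lost without Tfam+/- replicate 1 (-0.061, adjusted p 0.272), Zbp1-/- replicate 2 (-0.083, adjusted p 0.292) or Tfam+/-Zbp1-/- replicate 1 (-0.22, adjusted p 0.0512). It was -0.39 both without Tfam+/- replicate 2 and without Zbp1-/- replicate 1 (adjusted p 9.3e-04 and 0.0010). Several of these calls differed between fits. Tfam+/-Zbp1-/- against WT passed at 0.16 with the term (adjusted p 2.6e-04) and in the 6 libraries (adjusted p 5.3e-04). Against Zbp1-/- the sign changed and the median passed, at 0.12 with the term (adjusted p 1.9e-05) and 0.10 in the 6 libraries (adjusted p 1.2e-04). Against Tfam+/- it passed with the term, at 0.13 (adjusted p 0.0431), but not in the 6 libraries (0.13, adjusted p 0.0596). After rescaling it was -0.11 and passed with the opposite sign (adjusted p 0.0146). It also passed at 0.01 with a mean of at least 50 (adjusted p 0.0485) and in a fit of only the genotypes compared (adjusted p 0.0477). Such a fit brought Tfam+/-Zbp1-/- against WT past the threshold too (adjusted p 5.5e-04). Without a filter, Zbp1-/- against WT (adjusted p 0.0485) and Tfam+/-Zbp1-/- against WT (adjusted p 0.0228) passed, at unchanged medians. Zbp1-/- against WT did not pass with the term (0.057, adjusted p 0.860) or in the 6 libraries (0.068, adjusted p 0.843), where the test direction was downward. Leaving out 1 library also made calls. They were Zbp1-/- against WT without Zbp1-/- replicate 1 (0.37, adjusted p 0.0028), and Tfam+/-Zbp1-/- against WT without Tfam+/- replicate 2 (0.16, adjusted p 0.0421). Against Tfam+/- they were -0.18 without Tfam+/- replicate 2 (adjusted p 5.7e-04) and -0.020 without Tfam+/-Zbp1-/- replicate 2 (adjusted p 0.0395). Against Zbp1-/- they were -0.19 without Zbp1-/- replicate 1 (adjusted p 0.0190) and 0.10 without replicate 2 (adjusted p 0.0054). Of single genes, limma called 0 in each comparison, over all genes or adjusted over the list alone, with 0 to 4 at an unadjusted p under 0.05.

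The genes of the integrated stress response had medians of 0.00 in Tfam+/- against WT (camera, adjusted p 0.980) and 0.23 in Zbp1-/- against WT (adjusted p 0.229). For Tfam+/-Zbp1-/- the medians were 0.03 against WT (adjusted p 0.0384), -0.01 against Tfam+/- (adjusted p 0.174) and -0.19 against Zbp1-/- (adjusted p 0.0035). The interaction was -0.25 (adjusted p 0.0910). Neither call held under fry or an estimated correlation, which were run on all 8 libraries only. In Tfam+/- against WT the list was called with the shared term (-0.071, adjusted p 0.0109) and in the 6 libraries (-0.071, adjusted p 0.0206). Both calls of Tfam+/-Zbp1-/- held in these fits, at 0.03 against WT (adjusted p 0.0277 and 0.0318) and -0.097 and -0.083 against Zbp1-/- (adjusted p 0.0277 and 0.0318). Medians not called with the term and in the 6 libraries were 0.12 and 0.12 in Zbp1-/- against WT (adjusted p 0.743 and 0.753), and 0.092 and 0.094 in Tfam+/-Zbp1-/- against Tfam+/- (adjusted p 0.553 and 0.552). The interaction was 0.045 in both (adjusted p 0.961 and 0.980), with a downward test in the 6 libraries. After rescaling, Tfam+/-Zbp1-/- against WT was -0.081 and called (adjusted p 0.0126). In all 8 libraries with the authors' scaling it was called, but not without WT replicate 1 (0.014, adjusted p 0.0541), WT replicate 2 (0.029, adjusted p 0.0787), Tfam+/-Zbp1-/- replicate 1 (-0.0072, adjusted p 0.0540) or Tfam+/-Zbp1-/- replicate 2 (0.017, adjusted p 0.0949). Without a filter it was 0.03 and not called either (adjusted p 0.103). The call against Zbp1-/- was lost without Zbp1-/- replicate 2 (-0.083, adjusted p 0.0930), and the median was -0.29 without Zbp1-/- replicate 1. Calls were made without Tfam+/- replicate 1 in Tfam+/- against WT (-0.071, adjusted p 0.0439), and without Tfam+/- replicate 2 in Tfam+/-Zbp1-/- against Tfam+/- (-0.16, adjusted p 0.0336). The interaction was called without Tfam+/- replicate 2 (-0.43, adjusted p 0.0336) or Zbp1-/- replicate 1 (-0.37, adjusted p 0.0335). Of single genes, limma called 0 over all genes in each comparison, with 2 to 6 at an unadjusted p under 0.05, and adjusted over the list alone 1 in Tfam+/- against WT and 0 in the others. Camera, which compares a list with the other genes, gave a downward direction for this list in Tfam+/-Zbp1-/- against WT although its median and mean (0.01) were above 0. Signs of median, mean and test also differed for this list in Tfam+/- against WT (mean -0.03, test downward) and in Tfam+/-Zbp1-/- against Tfam+/- (mean 0.04, test downward). For the oxidative phosphorylation genes they differed in Tfam+/-Zbp1-/- against Tfam+/- (mean -0.01, test downward).

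A total of 3 correlations across the 13267 genes were computed. The change from WT to Tfam+/- and that from Zbp1-/- to Tfam+/-Zbp1-/- correlated at r = -0.33, beside 0.00 in simulated unchanged groups. The simulation left out the shared shift, which enters these changes, and the Zbp1 changes below, with opposite signs. The correlation of -0.33 did not hold in the 6 libraries, where r was 0.00 beside 0.00, and with the shared term it was -0.09 beside -0.20. It was -0.05 without Tfam+/- replicate 1 and 0.01 without Zbp1-/- replicate 2. The changes with Zbp1 genotype in both Tfam backgrounds correlated at 0.03 beside 0.00. They correlated at 0.29 beside -0.20 with the shared term and at 0.33 beside 0.00 in the 6 libraries. This r was 0.29 without Tfam+/- replicate 1, -0.18 without Tfam+/- replicate 2 and 0.28 without Zbp1-/- replicate 2.

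The change from WT to Tfam+/- and that from Tfam+/- to Tfam+/-Zbp1-/- share the Tfam+/- libraries, and correlated at -0.73 beside -0.50 in simulated unchanged groups. The values were -0.68 beside -0.60 with the shared term and -0.70 beside -0.67 in the 6 libraries. The simulation gave all libraries the same spread. Replicate differences had an SD of 0.563 in Tfam+/-, against 0.307 in WT and 0.301 in Tfam+/-Zbp1-/-. A wider spread of the shared Tfam+/- libraries makes r more negative, so the gap in r decides nothing. The simulated shares of signs below can be too low for the same reason. Of the interferon-stimulated genes, 61 of 63 (96.8%) had opposite signs in these changes, beside 67% in the simulation. This was, once the shared term was fitted, 98.4% beside 71.0%.

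**Figure D3:**
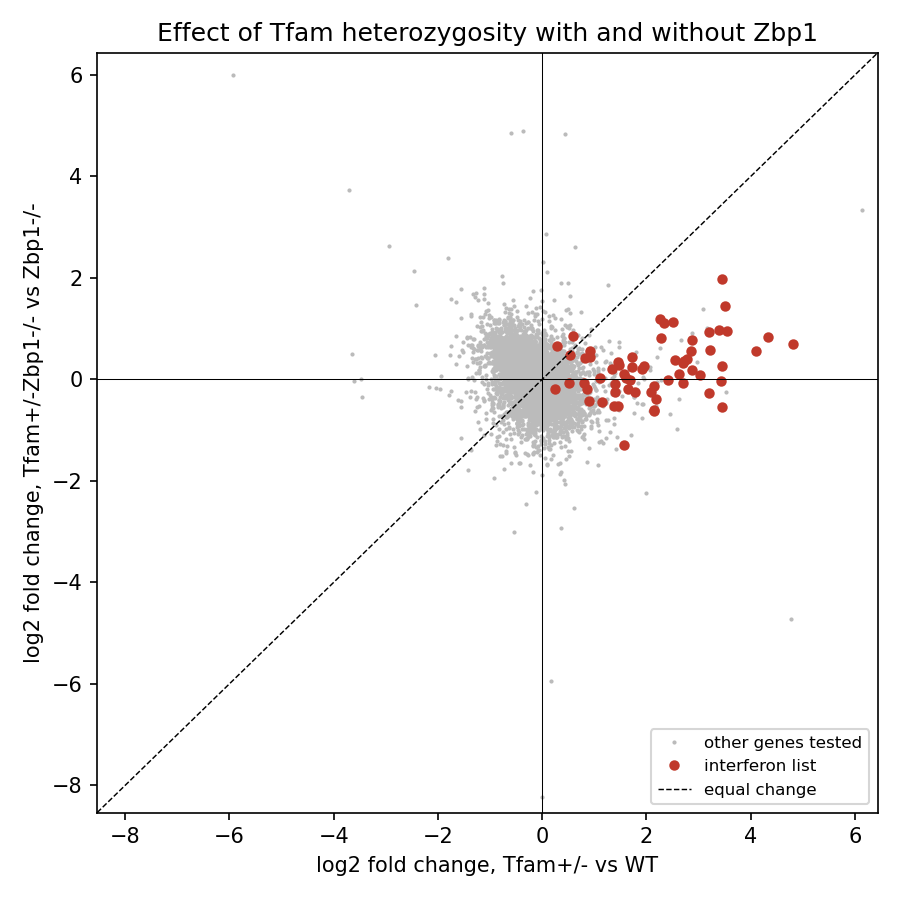
Log2 fold change of each of 13267 genes in Tfam+/- against WT (x axis) and in Tfam+/-Zbp1-/- against Zbp1-/- (y axis), from all 8 libraries; red points are the interferon-stimulated genes and the dashed line marks equal change. The red points lie to the right of 0, with a median of 2.14 on the x axis and 0.21 on the y axis.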

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

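The tests in this part of a library batch, of a smaller loss of Tfam, of leukocyte transcripts, of Evi2 reads and of the genes beside Ifi202b were chosen only after the results were seen.

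These results stand out because the effect of losing 1 Tfam allele differed between the Zbp1 backgrounds by a test of the difference itself. In all, 88 genes were called, and that number depends on single libraries. Leaving out a WT or Tfam+/-Zbp1-/- library also removes a close pair from the pooled spread. Without any 1 of the WT or Tfam+/-Zbp1-/- libraries, or without Zbp1-/- replicate 2, limma called 0, with 1052, 1034, 1005, 1030 and 1210 genes at an unadjusted p under 0.05. The count was 33 without Tfam+/- replicate 1 and 56 without Zbp1-/- replicate 1.

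The interferon-stimulated genes had an interaction of -1.90 (median log2), and Usp18 (-4.11), Oas1a (-3.99), Isg15 (-3.49), Irf7 (-3.19), Ifit3 (-2.39) and Ifit1 (-2.28) were each called. The shift of 2 libraries as the whole cause is argued against by the list's mean log2 value, 8.35 in the shifted and 8.49 in the other Tfam+/- library, beside 6.28 to 6.93 in the other 6. Without the shifted libraries the median interaction was -1.98. Its p-value rests on assuming that the lone Tfam+/- and Zbp1-/- libraries vary like the other pairs. A smaller loss of Tfam in Tfam+/-Zbp1-/- stays open. The falls differed by 0.46 ± 0.29 on the log2 scale in all 8 libraries, but by 0.00358 with the shared term, where the standard error was 0.13. The value with the term rests on the unshifted library alone for Tfam+/- and for Zbp1-/-. More leukocytes in the Tfam+/- cultures would raise 8 leukocyte genes as much as the interferon list, but their median change against WT was 0.34, with 6 of 8 higher, beside 2.14 for the list. With the shared term 8 of 8 were higher, and the median was 0.38 beside 2.06.

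Fewer leukocytes in the Tfam+/-Zbp1-/- cultures stay open as a part of the fall against Tfam+/-. The 8 leukocyte genes fell there by a median of -1.19, beside -1.59 for the interferon list, and this cannot be told apart from an effect of Zbp1 because culture makeup differs along with genotype. The list was nevertheless above WT in Tfam+/-Zbp1-/- (0.47) while the leukocyte genes were below it (-0.96). An effect of Zbp1 on interferon signalling where Tfam is reduced is the biological explanation the design names, and it also stays open.

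The cell cycle genes had an interaction of 0.39, and 0.37 with the shared term. The shift of the 2 libraries is therefore argued against as its whole cause. A difference in growth between cultures stays open as untested.

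The nuclear genes of oxidative phosphorylation had an interaction of -0.21, no longer called without Tfam+/- replicate 1 (-0.061), Zbp1-/- replicate 2 (-0.083) or Tfam+/-Zbp1-/- replicate 1 (-0.22). It was -0.39 without Tfam+/- replicate 2 or Zbp1-/- replicate 1. With the shared term it was 0.075, with the opposite sign, so the shift of the 2 libraries is a candidate cause of this result.

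Cxcl15 (3.89) and Adcyap1 (2.96) were called for the interaction, with 3.53 and 2.80 once the shared term was fitted. No other explanation was tested for these 2 genes.

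Evi2b had a fitted interaction of 5.26 and Ifi202b of -8.24. Each compares with libraries listed at 0, so these fitted values depend on the pseudocount and are no bound on the change. For Evi2b, reads given to the overlapping gene Evi2 is a candidate explanation: Evi2 was above 0 only in Zbp1-/-, and the lower sum of both genes there was 1.08 times the lowest sum of the other 6 libraries. Leukocytes missing from the Zbp1-/- cultures are argued against, since 8 leukocyte genes kept a median of 0.675 of their level in the other 6 libraries. For Ifi202b, a rise of its whole gene cluster as the only cause is argued against by Tfam+/-. There its neighbours Ifi203, Ifi204, Ifi205 and Mndal changed by a median of 2.01 against WT (2.19, 1.40, 2.26 and 1.83), each in both libraries above the other 6, while Ifi202b was listed at 0. None of these 4 was called from all 8 libraries (adjusted p 0.053, 0.078, 0.18 and 0.31), but all were with the shared term. In Zbp1-/- against WT they changed by 1.02, 0.31, -0.52 and 0.17. A strain variant at this locus was not tested.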

How the results depend on the processing

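The term for the 2 shifted libraries and the fit of the other 6 were the tests chosen only after the results were seen. Comparisons are listed in the order Tfam+/- against WT, Zbp1-/- against WT, Tfam+/-Zbp1-/- against WT, against Tfam+/- and against Zbp1-/-, then the interaction.

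The 6 interferon list results kept their direction and their side of the threshold under both pseudocounts, both filters, rescaling, the prior without trend, the shared term, the 6 libraries, the block and fry, and the 5 pairwise ones in fits of only the genotypes compared. Camera with an estimated correlation was the exception, where 0.39 in Zbp1-/- against WT (adjusted p 0.114) and 0.21 in Tfam+/-Zbp1-/- against Zbp1-/- (adjusted p 0.160) did not pass. The cause was not tested.

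Without a filter, 87 genes were called in Zbp1-/- against WT, 117 in Tfam+/-Zbp1-/- against WT, 26 against Zbp1-/- and 47 for the interaction. This adds low genes to the adjustment. Rescaling by the trimmed mean of M-values gave 86 in Zbp1-/- against WT, where it removes a median shift of 0.11. It reversed the integrated stress response in Tfam+/-Zbp1-/- against WT (-0.081) and the oxidative phosphorylation genes against Tfam+/- (-0.11), where it removes shifts of 0.12 and 0.14. The pseudocounts, the mean of at least 50 and the prior without trend kept all 6 counts within 1.5 times.

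Fits of only the genotypes compared gave 28, 1, 5935, 359 and 1. The large count is the only comparison with neither shifted library, so its spread comes from the close WT and Tfam+/-Zbp1-/- pairs alone.

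The replicate numbers did not pair the libraries: correlations of same-numbered deviations were -0.70 to 0.06 over the 6 pairs of genotypes. With the number as a block, counts were 28, 1, 8, 351, 1 and 0, the last with limma and 1381 genes at an unadjusted p under 0.05. The cause was not tested.

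The shared term gave 2069, 4717, 5634, 6049, 3155 and 2240 calls, and the 6 libraries 2049, 4548, 5946, 5779, 3102 and 2534. Both take the shift out of the spread by construction. In the 6 libraries the lone Tfam+/- and Zbp1-/- libraries were assumed to vary like the WT and Tfam+/-Zbp1-/- pairs. Both reversed the integrated stress response, to -0.071 in Tfam+/- against WT, 0.092 and 0.094 in Tfam+/-Zbp1-/- against Tfam+/- and 0.045 for the interaction. The oxidative phosphorylation genes reversed to 0.12 and 0.10 in Tfam+/-Zbp1-/- against Zbp1-/-, and to 0.075 for the interaction in both. Interaction estimates are the same in both fits by construction. The correlation of Tfam effects moved from -0.33, beside 0.0019 in simulated unchanged groups, to -0.089 beside -0.20 with the term. It was absent in the 6 libraries, at 9.6e-04 beside 1.5e-04. That of Zbp1 effects moved from 0.03 to 0.29 beside -0.20 and 0.33 beside 9.7e-05. The shifted libraries enter these correlations by construction, while the simulations left their shift out.

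Leaving out each library in turn, the lone library of its genotype was assumed to vary like the other genotypes. Counts ranged over 12 to 98, 0 to 223, 0 to 256, 12 to 874, 0 to 69 and 0 to 126. Where they reached 0, limma had 1103 and 1051 genes (Zbp1-/- against WT without WT replicate 1 and replicate 2) at an unadjusted p under 0.05. It had 855, 872, 874 and 868 (Tfam+/-Zbp1-/- against WT without each library compared), and 998 and 781 (against Zbp1-/- without Zbp1-/- replicate 2 and Tfam+/-Zbp1-/- replicate 1). For the interaction it had 1052, 1034, 1210, 1005 and 1030. Leaving out a WT or Tfam+/-Zbp1-/- library removes a close pair, so the shifted pairs weigh more in the spread by construction. Of 560 values of named genes, 366 stayed on their side and 194 were no longer called, with 0 reversed.

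Interferon list medians ranged over 1.94 to 2.14, 0.28 to 0.39, 0.47 to 0.52, -1.71 to -1.40, 0.15 to 0.25 and -1.98 to -1.80. Without Zbp1-/- replicate 1 the value of 0.25 in Tfam+/-Zbp1-/- against Zbp1-/- did not pass (adjusted p 0.0542). The correlations ranged over -0.47 to 0.0071 for Tfam effects, -0.18 to 0.29 for Zbp1 effects and -0.84 to -0.68 for the reversal. These stand beside no simulated value. For the reversal that value was -0.50 in all 8 libraries and -0.67 in the 6, so its range decides nothing. Some lists changed sign, and the cause was not tested. The integrated stress response ranged over -0.071 to 0.21 in Tfam+/- against WT, -0.0072 to 0.034 in Tfam+/-Zbp1-/- against WT and -0.16 to 0.094 against Tfam+/-. It was -0.071 and 0.094 without Tfam+/- replicate 1, and -0.0072 and 0.010 without Tfam+/-Zbp1-/- replicate 1. The oxidative phosphorylation genes ranged over -0.18 to 0.13 against Tfam+/- and -0.19 to 0.10 against Zbp1-/-. They were -0.18 without Tfam+/- replicate 2, -0.020 without Tfam+/-Zbp1-/- replicate 2 and 0.10 without Zbp1-/- replicate 2.

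Not run were the 2 count models, since whole reads were not recovered, and the Y-linked covariate, since those genes were at or near 0. Depth limits low genes such as Zbp1, at 7.34 and 3.19 in WT.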

Other observations

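The tests in this part of GC content, transcript length, genes taking most of the counts, the segment around Zbp1 and Hox genes were planned before their results; the others, and the genes named here outside the rule, were chosen only after the results were seen.

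Tfam+/- replicate 1 and Zbp1-/- replicate 2 shifted together against the other 6 libraries. Of 3839 genes with a mean of at least 1000, 810 were shifted by 0.5 or more on the log2 scale in the same direction in both and 2 in opposite directions, which argues against lower depth. Swapped labels are argued against, since the interferon list mean was 1.71 higher in Tfam+/- replicate 1 than in Zbp1-/- replicate 2. The correlation of the shifts across genes was 0.702, and 0.433 once a smooth GC trend was removed, which argues against GC content as the whole cause, although GC held 48.8% and 46.5% of their variance. It was 0.677 once a length trend was removed. The 10 largest genes took 7.48% of the total in Zbp1-/- replicate 2, 0.756 percentage points above the largest share of the other 6, and 6.69% in Tfam+/- replicate 1, within the 5.94% to 6.72% of the other 6. This argues against a few dominating genes. A library or sequencing batch stays a candidate explanation. In these 2 libraries the spread taken as that of the authors' divisor was 1.83 times that of any other library or more. That spread comes from the same values as the shift, so it is not independent support. The labels name no batch.

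Tfam fell less in Tfam+/-Zbp1-/- against Zbp1-/- than in Tfam+/- against WT, and this may come from the shift. With the shared term the difference was 0.0282 of its standard error, and rests on the unshifted library alone for Tfam+/- and for Zbp1-/-. In all 8 libraries it was 0.46, and it was 0.20 without Zbp1-/- replicate 2 and 0.26 without Tfam+/- replicate 1.

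In the same 2 libraries Atp6v0c was at 4810 and 5117, against 55.2 to 269 elsewhere, and its pseudogene Atp6v0c-ps2 was at 0, against 3966 to 4476. The larger sum of both was 1.16 times the mean sum of the other 6, so reads of the gene given to the pseudogene in 6 of the libraries is a candidate explanation. A difference in read length or processing was not tested.

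The WT replicates and the Tfam+/-Zbp1-/- replicates lay close together. In genes with a mean of at least 100, the median squared difference over counting noise was 1.27 in WT and 1.29 in Tfam+/-Zbp1-/-. It was 34.3 in Tfam+/- and 32.8 in Zbp1-/-. In genes with a mean of at least 1000 it was 1.42 in WT and 1.48 in Tfam+/-Zbp1-/-, against 120 in Tfam+/- and 113 in Zbp1-/-. Replicate libraries of 1 culture and separate but very similar cultures cannot be told apart, since the labels do not say which they were. If they were of 1 culture, the spread used in the tests would not cover variation between embryos.

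The 141 calls of Zbp1-/- against WT were not concentrated around the Zbp1 locus. Of 140 placed calls, 1.43% lay within 20 Mb, beside 1.85% of tested genes, which argues against a segment from another strain around the gene as the source of most calls. With the shared term it was 2.19% (Fisher's exact test, two-sided p 0.0356, adjusted over 12 tests 0.359). Whether the shift of 2 libraries contributed to these calls stays open. With the shared term 100% stayed called, but a call already needed both Zbp1-/- libraries to change alike and the term called 4717 genes, so this value decides nothing.

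Nnt (chromosome 13, 119335527 to 119409257) was at 937 in WT, 889 in Tfam+/-, 2015 in Zbp1-/- and 1434 in Tfam+/-Zbp1-/- on average. Tmem267, named above, lies near it on chromosome 13 (119488086 to 119610459). On average it was at 260 in WT, 369 in Tfam+/-, 61.4 in Zbp1-/- and 154 in Tfam+/-Zbp1-/-. Apart from the segment around Zbp1, whether strain background differed between the genotypes was not tested. The changes of these genes therefore cannot be assigned to the loss of Zbp1.

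Of 3 genes that were at 0 in both libraries of 1 genotype and above 20 in the other 6, or the reverse, all were in Zbp1-/-: Evi2b off, and Evi2 and Ifi202b on.

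Hox genes were frequent among calls. With the shared term, 73.5% of 34 were called in Tfam+/-Zbp1-/- against Zbp1-/-, beside 23.8% of all genes. The shares were 85.3% beside 42.5% in Tfam+/-Zbp1-/- against WT, but 35.3% beside 35.6% in Zbp1-/- against WT. They were 35.3% beside 15.6% in Tfam+/- against WT. In Tfam+/-Zbp1-/- against Tfam+/- they were 64.7% beside 45.6%, and for the interaction 64.7% beside 16.9%. Cultures holding different body regions may be a source, but this cannot be told apart from an effect of genotype, because each genotype has its own cultures.

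Leukocyte transcripts were present in all cultures. Lyz2 was at 2849 in WT, 3293 in Tfam+/-, 1548 in Zbp1-/- and 1384 in Tfam+/-Zbp1-/-. In the 6 libraries with Evi2b, leukocyte genes such as Laptm5 (273 on average) lay above Evi2b (42.3). How many of the 8 leukocyte genes fibroblasts also express was not examined.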
